A study of Mus musculus with 24 samples. Its data were reported in "Identification of Circular RNA Expression Profiles in White Adipocytes and Their Roles in Adipogenesis" (2021).

How the data were processed

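Stromal vascular cells, the mixed cell fraction of fat that holds the adipocyte precursors, had been isolated from inguinal white adipose tissue (WAT) and interscapular brown adipose tissue (BAT) of 6-week-old C57BL/6 mice and driven to differentiate in culture. The cells received epigallocatechin gallate (EGCG), a green tea catechin, or its solvent, and RNA was collected on day 4 and day 8 of differentiation. The labels give no dose of EGCG. Total RNA was extracted, and libraries were made with Illumina protocols.

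The authors deposited FPKM values (read counts scaled to the length of the gene and to the reads assigned to genes in the library) in 2 tables, with 16 libraries of replicates 1 and 2 in the first and 8 libraries of replicate 3 in the second, and made the tables separately. The aligner and the counting tool are not stated, and neither is whether counting used the strand. Each table holds the same 37310 genes. Gene identifiers and the gene lengths of the first table were compared with the GENCODE vM1 annotation of the mouse genome build NCBIM37 (mm9). All 37310 lengths were those of the longest transcript of the gene. Gene symbols, gene classes and coordinates given here come from that annotation, and start and end are counted from 1. Each FPKM value was multiplied by gene length, and whole multiples of 1 read were looked for at a tolerance of 0.01. They were found in at least 99.83% of the values above 0 in each library, so the reads behind each value could be recovered. The libraries of replicates 1 and 2 held 39452696 to 52893848 reads on genes and those of replicate 3 held 16392420 to 41675648. A count of 3 reads was taken as the floor. Intervals and floors cover counting error alone, because reads without molecular identifiers are not independent molecules.

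Groups were taken from the sample labels: 2 depots, 2 days and 2 treatments gave 8 groups of 3 libraries. All 24 deposited columns matched 1 sample each. The comparisons, their tests, the gene lists and the rule for named genes were fixed before the data were examined. Tests used replicates 1 and 2, because the tables had been scaled separately. A gene was tested when its FPKM reached 1 in at least 2 of the 16 libraries, which 14095 genes did. A pseudocount of 1 was added, and log2(FPKM + 1) was fitted with 1 mean per group in limma 3.58.1 (lmFit, contrasts.fit, eBayes with a trend) in R 4.3.3. All 8 groups shared 1 estimate of the spread (8 residual degrees of freedom, 11.4 with the prior). The SE and p-values can therefore be too small for contrasts with a group of wider spread, such as the WAT day 8 controls. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method within each of 10 contrasts, and a gene was called at an adjusted p under 0.05. Log2 changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. Replicate 3, with 1 library per group, was used for the direction of change only, with no test. Exact (Clopper-Pearson) 95% intervals were computed for the shares of genes, and Wilson intervals for shares of reads.

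In each of the 8 pairwise contrasts the named genes are the 2 with the highest and the 2 with the lowest log2 change among called genes that reached a mean FPKM of 5 in the higher group and changed in the same direction in replicates 1, 2 and 3. For the differences between depots they are the 2 genes with the smallest adjusted p in each direction under the same expression rule. Their difference also had to have the same direction in replicates 1, 2 and 3, with replicate 3 as deposited. Members of the gene lists may be named besides these. A list of 7 gene sets was tested with camera in limma (preset correlation of 0.01) over 4 EGCG contrasts, 28 tests in 1 family: mature adipocyte (20 genes), thermogenic, lipogenesis, cholesterol synthesis, NRF2 target, extracellular matrix and cell cycle genes. Lists of brown identity, white identity, skeletal muscle, macrophage, endothelial, female and male genes described the libraries and were not tested. The study's text names 20 parental genes of circular RNAs, and these formed a further list. Of 194 list entries, 192 were matched to the annotation, 4 of them through another symbol. Marker lists of placenta (18 genes) and testis (15 genes), and a set of 31 replication-dependent histone genes, were written after the data were seen.

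Before use, the fitting procedure was tested on simulated reads, drawn from a negative binomial distribution around each gene's mean share with the real library sizes and a dispersion of 0.00213 estimated from the replicates. In 1 group 200 of 13148 tested genes were changed. The fit called 98.5% of the changed genes, 100% of those with the right sign, and 5 of the 12948 unchanged genes. A set of 18 changed genes gave a camera p of 1.96e-76 and a set of 18 unchanged genes 0.821. The simulation gave all genes and groups 1 dispersion, drew genes independently and changed few genes. It shows that the procedure recovers planted changes, and its error rates do not carry over to the real calls or gene set tests. Replicates 1 and 2 of each group were compared on their recovered reads, for genes with at least 50 reads in both libraries together. The median squared difference in units of sampling error was 1.62 to 3.90 across the 8 groups, against 0.455 for sampling alone, so replicates 1 and 2 of a group differed by more than the sampling of reads. This does not tell separate cultures from a second library of the same RNA.

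The alternatives tried were a pseudocount of 0.1, no filter on low values, a filter at 5 FPKM, scaling of each library to the same median log2 ratio to the mean library (median-ratio scaling), quantile normalization, the replicate number as a block, both tables in 1 fit with the table as a term or with the replicate number as a block, the same without replicate 1 or without replicate 2, single replicates within the first table as values without a test, fits of the compared groups alone, eBayes without a trend, fry or an estimated correlation for the gene sets, and other limits for detection. Alternatives chosen after seeing the data were limma-voom on the recovered reads, the direction in replicate 3 and fits of both tables after leaving out 18 genes of 1 library (those with over 200 reads and over 100 times their share in any other replicate 3 library), fits of both tables with 23 libraries, list medians in these fits, for the parental genes a fit without WAT day 8 control replicate 1 and the 18 genes, removal of each library's trend on GC content (alone and with the replicate block) or on gene length (lowess span 0.3), and a detection limit of 2 reads. GC content was known for 12578 of the tested genes (89.2%). Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps. Circular RNA libraries and day 0 cells, which the study also describes, were not analysed here. Pde4d was left out of the list of parental genes because its symbol matched more than 1 gene, and Hmgcs1 of the cholesterol synthesis list was not matched.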

Results

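The data are gene expression values from RNA sequencing of cultured mouse stromal vascular cells of inguinal white adipose tissue (WAT) and interscapular brown adipose tissue (BAT). The cells had been induced to become adipocytes with epigallocatechin gallate (EGCG), a catechin of green tea, or with its solvent (DMSO, the control). There were 8 groups, one for each combination of depot, treatment and day of differentiation (day 4, at the end of the induction medium, or day 8, at the end of the differentiation medium), with 3 libraries in each group and 24 libraries in all. The labels do not say whether replicates of a group came from separate isolations of cells.

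Libraries of replicates 1 and 2 held between 39452696 and 52893848 reads on genes. Those of replicate 3 held between 16392420 and 41675648. For a gene of 2 kilobases, the floor of 3 reads corresponded to an FPKM of 0.0284 to 0.0380 in replicates 1 and 2 and of 0.0360 to 0.0915 in replicate 3. Log2 values of replicates 1 and 2 were compared across genes with an FPKM of at least 1 in both libraries. The SD of their difference was 0.133 to 0.162 in 7 groups and 0.236 in WAT day 8 control cells. The 5 genes with the most reads in a library of replicates 1 and 2 took 3.94% to 10.5% of its reads. In replicate 3 of WAT day 8 cells with EGCG they took 61% (25426254 of 41675648 reads; 95% Wilson interval 60.995% to 61.025%), and in the other libraries of replicate 3 they took 3.64% to 9.08%.

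**Figure D1:**
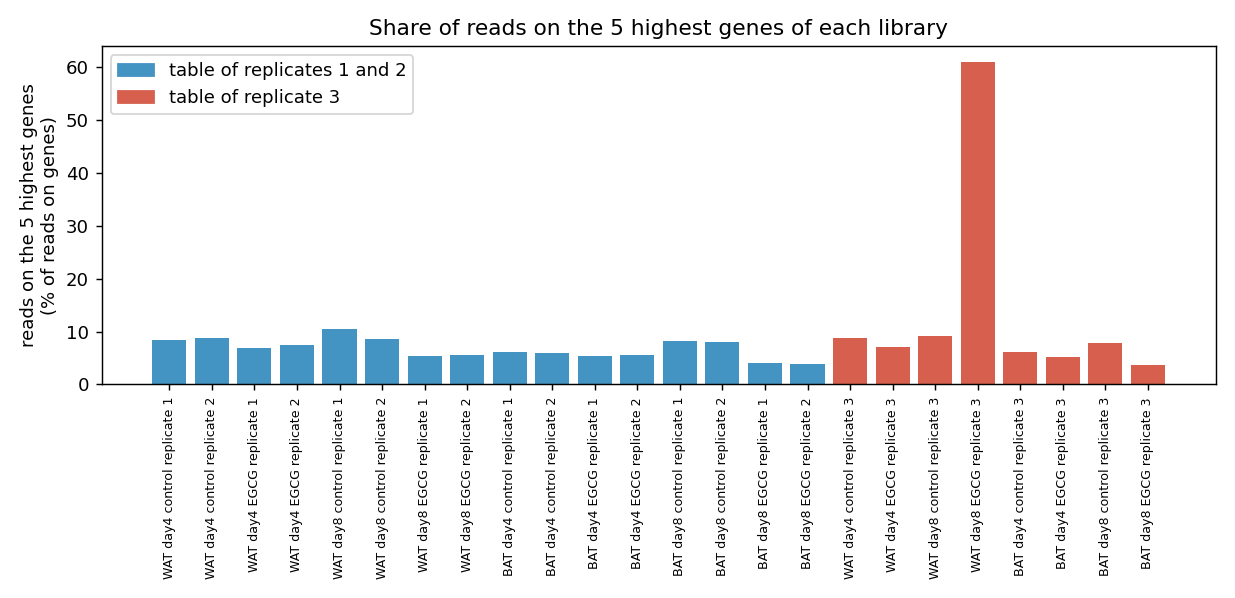
Share of reads (%) on the 5 genes with the most reads in each of the 24 libraries, by group and replicate. Replicate 3 of WAT day 8 cells with EGCG stands at 61%, and the libraries of replicates 1 and 2 lie between 3.94% and 10.5%.

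The labels of the depots were checked on genes whose expression differs between them. Gene locations are in the genome build NCBIM37 (mm9), and all named genes are protein-coding except Xist. Among day 8 controls, Zic1 (ENSMUSG00000032368.8, chromosome 9, 91252896 to 91260648) had 0.0473 ± 0.00409 FPKM (SD, n = 2) in WAT cells and 3.81 ± 0.341 in BAT cells (log2 change 2.20 ± 0.0769 SE, adjusted p 4.10e-09). Hoxc10 (ENSMUSG00000022484.7, chromosome 15, 102797227 to 102802324) had 8.74 ± 0.535 FPKM in WAT cells and at most 1 read in each BAT library, at least 238-fold lower (adjusted p 1.21e-09). The median log2 change of 4 brown identity genes in BAT against WAT controls was 0.53 on day 4 and 0.92 on day 8, and that of 4 white identity genes was -1.40 and -1.92. Xist, the gene on the female list that was tested, had 78.2 ± 4.87 FPKM in WAT and 74.9 ± 4.01 FPKM in BAT day 8 controls. The 4 genes of the male list did not reach the filter.

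The number of genes detected in WAT control cells was counted first. Of the genes in the table, 20045 had an FPKM above 0 in both replicates on day 4 or day 8, with 18706 on day 4, 18978 on day 8 and 17639 on both days. The count was 16896 at an FPKM of at least 0.1 and 23230 for a value above 0 in at least 1 replicate. The alternative that moved it most was a minimum of 1 FPKM in both replicates, which left 12630 genes. At least 2 recovered reads in both replicates, the limit stated in the paper, were found for 18498 genes. This limit was chosen after seeing the data.

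The effect of EGCG was compared with the control within each depot and day. The question is which genes change when differentiation proceeds with EGCG. In WAT cells on day 4, 7567 of 14095 tested genes had an adjusted p under 0.05 in limma, 4853 higher and 2714 lower with EGCG, and 956 of them changed at least 2-fold. In WAT cells on day 8 there were 8962 such genes, 6302 higher and 2660 lower, and 1323 changed at least 2-fold. In BAT cells on day 4 there were 6838, 3938 higher and 2900 lower, and 864 changed at least 2-fold. In BAT cells on day 8 there were 10231, 6549 higher and 3682 lower, and 2523 changed at least 2-fold. With a pseudocount of 0.1 the numbers that changed at least 2-fold were 1742, 2056, 1521 and 3571 in the same order. The alternative that moved these counts most was a fit of both tables that left out replicate 1 or 2, which gave 1412 to 1587 genes for WAT day 4. A single library decided this: after 18 genes with unusual counts in WAT day 8 EGCG replicate 3 were left out, the same fits gave 7188 and 7241 genes.

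The balance of higher and lower genes among those called depended on the scaling of the libraries. The median log2 change of all 14095 genes was 0.09 in WAT day 4, 0.17 in WAT day 8, 0.03 in BAT day 4 and 0.17 in BAT day 8. Median-ratio scaling, which centres the ratios of each library by construction, moved these medians to within 0.01 of 0, so the shift exceeded 0.1 on day 8 in both depots. The share of called genes that were higher with EGCG went from 64.1% to 48.1% in WAT day 4 (3578 higher and 3868 lower), from 70.3% to 49.7% in WAT day 8 (3965 and 4007) and from 64.0% to 50.5% in BAT day 8 (4970 and 4875). Quantile normalization gave 3769 higher and 3416 lower genes in WAT day 4 (52.5% higher), 5089 and 3247 in WAT day 8 (61.05%) and 5929 and 4066 in BAT day 8 (59.3%), so on day 8 most called genes were higher under this scaling and about as many were higher as lower under median-ratio scaling. In BAT day 4 the share moved by less than 10 points under either scaling. Of the genes called, 378 in WAT day 8, 267 in BAT day 8, 6 in WAT day 4 and 0 in BAT day 4 were called in the opposite direction under median-ratio scaling, and 142, 51, 8 and 4 under quantile normalization; 6625, 8652, 6291 and 6471 were called in the same direction under median-ratio scaling, and 7601, 9461, 6422 and 6225 under quantile normalization.

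**Figure D2:**
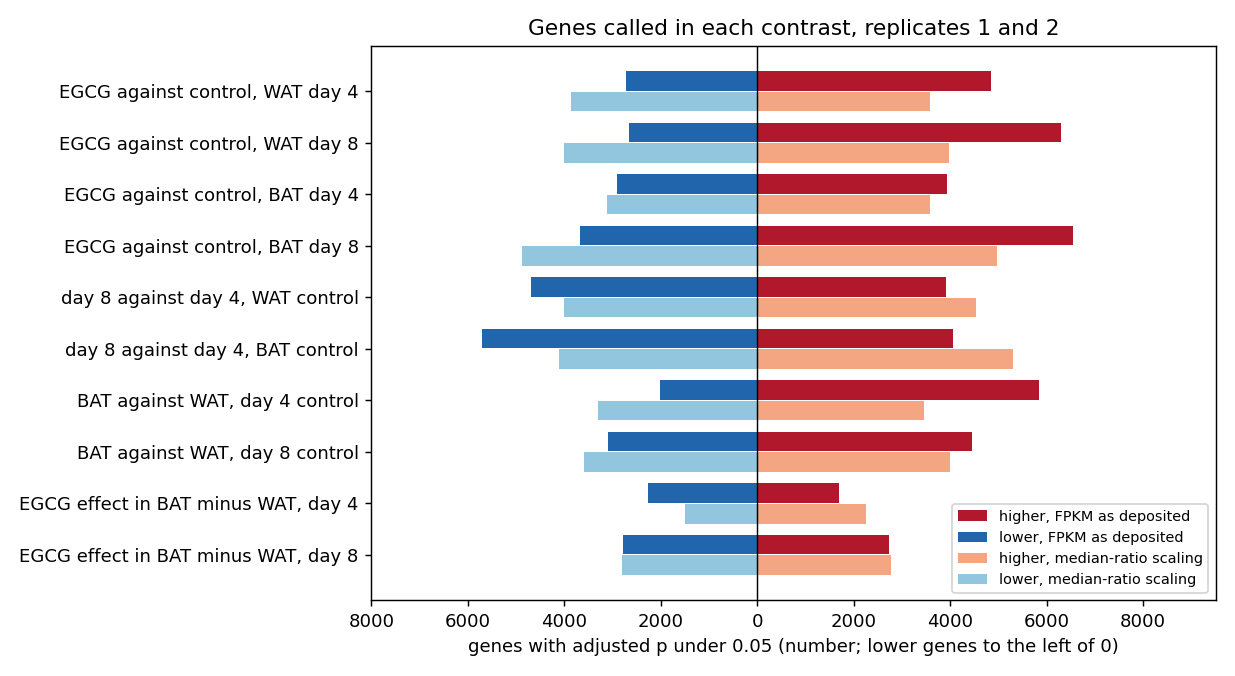
Number of genes with an adjusted p under 0.05 (limma, replicates 1 and 2) that were higher or lower in each contrast, with values as deposited and under median-ratio scaling. In WAT day 8, EGCG gave 6302 higher and 2660 lower genes as deposited and 3965 higher and 4007 lower after scaling, and quantile normalization, not drawn, gave 5089 and 3247.

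The direction of change was then compared with replicate 3, which had no part in the tests. Of the genes called for EGCG, 95.3% changed in the same direction in replicate 3 in WAT day 4 (exact 95% interval 94.8% to 95.8%), 96.1% in BAT day 4 (95.6% to 96.6%) and 96.2% in BAT day 8 (95.8% to 96.6%). Among all tested genes the shares were 81.7%, 79.1% and 86.2%. In WAT day 8 the share was 35.5% (34.5% to 36.5%) as deposited, against 36.01% of all tested genes. The library behind it is the one with 61% of its reads on 5 genes. After the 18 genes were left out and the values rescaled, a step chosen after seeing the data, the share in WAT day 8 was 96.1% of the called genes and 83.4% of all tested genes. Genes are not independent of each other, so the intervals understate the uncertainty.

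**Figure D3:**
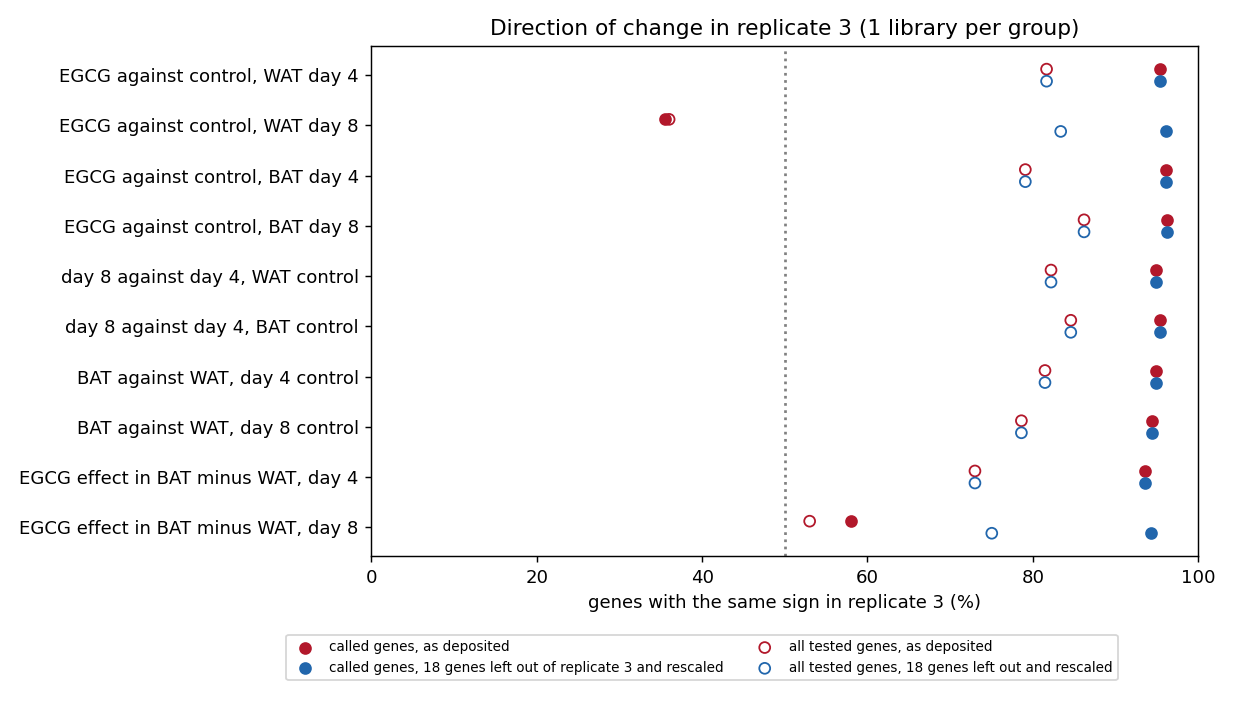
Share of genes (%) that changed in replicate 3 in the direction of replicates 1 and 2, for called genes and for all tested genes in each contrast, as deposited and after 18 genes were left out; the dotted line marks 50%. In WAT day 8 the share of called genes is 35.5% as deposited and 96.1% after the 18 genes were left out.

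The genes named for the largest changes in the 8 pairwise contrasts changed in the same direction in replicates 1, 2 and 3, and their values are means ± SD of replicates 1 and 2 (n = 2). In WAT cells on day 4, Ndufa4l2 (ENSMUSG00000040280.9, chromosome 10, 126951995 to 126954208) rose with EGCG from 14.4 ± 1.37 to 259 ± 36.1 FPKM (log2 change 4.08 ± 0.155 SE, adjusted p 3.43e-09). H2-Ab1 (ENSMUSG00000073421.4, chromosome 17, 34400154 to 34406363) rose from 0.251 ± 0.0550 to 17.9 ± 4.14 FPKM (log2 change 3.90 ± 0.287 SE, adjusted p 5.97e-07). Car3 (ENSMUSG00000027559.4, chromosome 3, 14863538 to 14872351) fell from 1563 ± 179 to 38.2 ± 4.38 FPKM (log2 change -5.32 ± 0.163 SE, adjusted p 1.01e-09). Thrsp (ENSMUSG00000035686.7, chromosome 7, 104561448 to 104566240) fell from 44.7 ± 9.08 to 0.870 ± 0.0757 FPKM (log2 change -4.60 ± 0.309 SE, adjusted p 2.87e-07). Ndufa4l2 overlaps Shmt2 and H2-Ab1 overlaps H2-Aa in the annotation, so reads of the overlap cannot be assigned with certainty.

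In WAT cells on day 8, Il1rl1 (ENSMUSG00000026069.9, chromosome 1, 40486415 to 40522260) rose from 0.688 ± 0.389 to 27.7 ± 0.565 FPKM (log2 change 4.11 ± 0.191 SE, adjusted p 9.03e-09). Prl2c2 (ENSMUSG00000079092.2, chromosome 13, 13088393 to 13097659) rose from 0.0856 ± 0.0797 to 14.5 ± 1.03 FPKM (log2 change 3.83 ± 0.193 SE, adjusted p 1.60e-08); it belongs to a family of closely similar Prl2c genes whose reads may be shared. Thrsp fell from 648 ± 378 to 0.779 ± 0.122 FPKM (log2 change -8.38 ± 0.309 SE, adjusted p 1.30e-09), with control values that differed widely between replicates. The SE of Thrsp comes from the spread shared by all groups and understates this difference. Cfd (ENSMUSG00000061780.5, chromosome 10, 79353598 to 79355401) fell from 592 ± 119 to 0.973 ± 0.185 FPKM (log2 change -8.22 ± 0.130 SE, adjusted p 2.14e-12).

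In BAT cells on day 4, Actg2 (ENSMUSG00000059430.8, chromosome 6, 83462899 to 83486259) rose from 3.64 ± 0.933 to 36.1 ± 10.4 FPKM (log2 change 2.98 ± 0.233 SE, adjusted p 9.34e-07); it is 1 of several similar actin genes. Cryab (ENSMUSG00000032060.8, chromosome 9, 50560863 to 50564738) rose from 18.1 ± 2.42 to 145 ± 13.8 FPKM (log2 change 2.93 ± 0.181 SE, adjusted p 1.56e-07). Car3 fell from 1392 ± 199 to 76.0 ± 20.9 FPKM (log2 change -4.20 ± 0.163 SE, adjusted p 7.17e-09) and Thrsp fell from 103 ± 21.6 to 7.90 ± 1.76 FPKM (log2 change -3.55 ± 0.309 SE, adjusted p 2.16e-06). In BAT cells on day 8, Prl2c2 rose from 0.290 ± 0.199 to 29.3 ± 4.52 FPKM (log2 change 4.56 ± 0.193 SE, adjusted p 1.36e-09). Ch25h (ENSMUSG00000050370.4, chromosome 19, 34548276 to 34549625), which overlaps Gm16704, rose from 1.10 ± 0.359 to 33.1 ± 1.34 FPKM (log2 change 4.03 ± 0.337 SE, adjusted p 4.50e-07). Cfd fell from 1166 ± 10.2 to 9.40 ± 0.207 FPKM (log2 change -6.81 ± 0.130 SE, adjusted p 4.75e-12) and Thrsp fell from 1076 ± 22.2 to 9.06 ± 0.377 FPKM (log2 change -6.74 ± 0.309 SE, adjusted p 2.64e-09).

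Gene sets of adipocyte and other functions were tested for a shared change with EGCG. Of 28 camera tests in limma, 17 had an adjusted p under 0.05. All 17 calls held under fry, a rotation test, which made 25, and none held with an estimated correlation between genes, the alternative that moved the count most, where 12 of the 28 tests had an unadjusted p under 0.05 and the lowest adjusted p was 0.0868. The 20 mature adipocyte genes were all lower with EGCG in each depot and day, and each was called. Their median log2 change was -2.54 in WAT day 4 (camera adjusted p 1.89e-22), -4.58 in WAT day 8 (1.57e-25), -2.18 in BAT day 4 (3.96e-19) and -4.40 in BAT day 8 (4.14e-18). With genes at the floor set to their bound the medians in WAT were -2.80 and -4.75. In this list Adipoq (ENSMUSG00000022878.5, chromosome 16, 23146609 to 23158101) fell from 229.8 ± 23.02 to 2.39 ± 0.0780 FPKM in WAT day 8 and from 388 ± 19.5 to 37.4 ± 1.83 FPKM in BAT day 8, and Pparg (ENSMUSG00000000440.6, chromosome 6, 115311239 to 115440419) fell from 60.2 ± 8.49 to 8.56 ± 0.712 FPKM and from 138 ± 1.71 to 11.2 ± 0.147 FPKM. Lep (ENSMUSG00000059201.6, chromosome 6, 29010220 to 29023877) had 21.6 ± 0.365 FPKM in WAT day 8 controls and at most 1 read with EGCG, at least 1058-fold lower.

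The 12 lipogenesis genes had a median log2 change of -1.04 in WAT day 4 (2.74e-06), -3.13 in WAT day 8 (3.39e-13), -1.57 in BAT day 4 (6.43e-09) and -3.61 in BAT day 8 (4.11e-10). For 13 tested thermogenic genes the medians were -0.77 (0.00254), -0.56 (0.000931), -0.79 (0.00177) and -1.77 (8.01e-07) in the same order, and with genes at the floor set to their bound -0.89, -0.59, -0.90 and -3.52. Ucp1 (ENSMUSG00000031710.3, chromosome 8, 85814247 to 85822355) had 6.56 ± 0.579 FPKM in BAT day 8 controls and 0 with EGCG, at least 179-fold lower (adjusted p 4.28e-10). The 17 cholesterol synthesis genes had a median of 0.23 in WAT day 4 (0.623), 0.61 in WAT day 8 (0.484), -0.30 in BAT day 4 (0.000184) and -0.11 in BAT day 8 (0.351). The 18 NRF2 target genes had medians of 0.74 (0.000994), 0.30 (0.889), 0.29 (0.367) and 0.28 (0.889), and Hmox1 (ENSMUSG00000005413.6, chromosome 8, 77617490 to 77624495) rose from 198 ± 7.42 to 1118 ± 51.3 FPKM in WAT day 4. The list called extracellular matrix also holds Acta2, Tagln, Thy1 and Pdgfra, which do not encode matrix proteins. Its 16 genes had medians of -0.42 (0.000335), -0.25 (0.00698), 0.12 (0.783) and 0.04 (0.763). The last of these was -0.17 under median-ratio scaling and 0.27 under quantile normalization. The 19 cell cycle genes had medians of -0.35 (8.10e-06), 0.11 (0.624), 0.13 (0.439) and 0.22 (0.138), and the value of WAT day 8 was -0.03 under median-ratio scaling and 0.11 under quantile normalization.

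**Figure D4:**
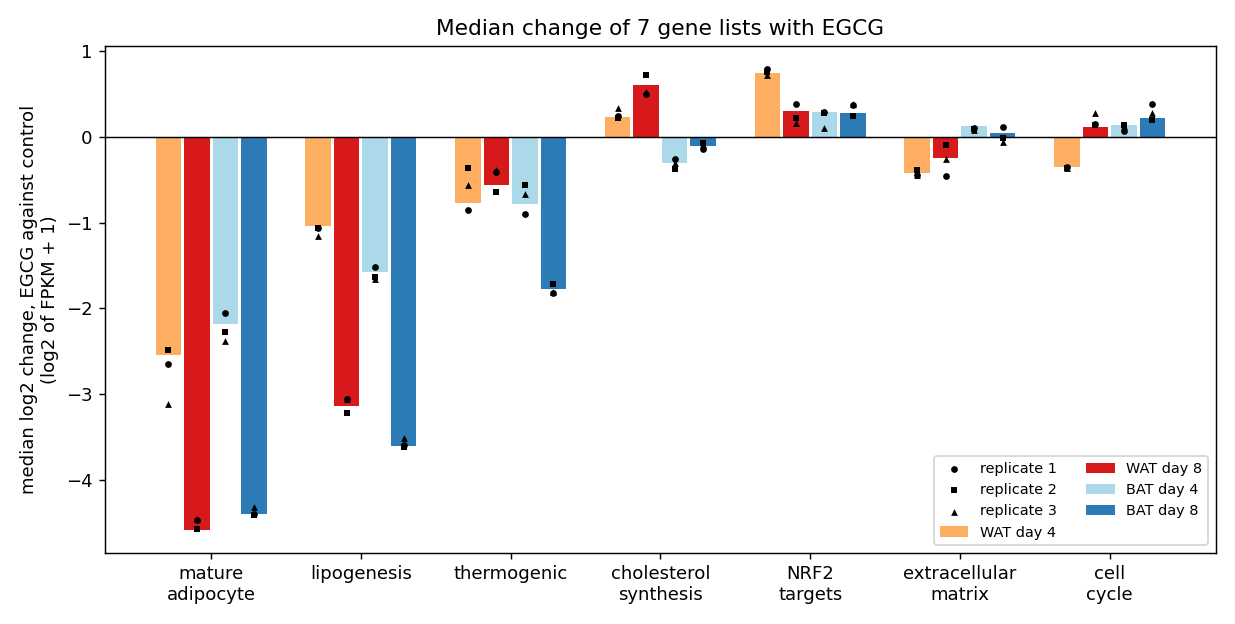
Median log2 change with EGCG of the 7 gene sets in each depot and day, with points for replicates 1, 2 and 3; replicate 3 of WAT day 8 is drawn after 18 genes were left out and the values rescaled. The medians of the mature adipocyte genes lie between -4.58 and -2.18.

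The change between day 4 and day 8 of differentiation without EGCG was compared within each depot. In WAT controls 8591 genes were called in limma, 3907 higher and 4684 lower on day 8, and 1443 changed at least 2-fold. In BAT controls 9751 were called, 4050 higher and 5701 lower, and 1978 changed at least 2-fold (2369 and 2947 with a pseudocount of 0.1). Under median-ratio scaling the median log2 change of all genes in BAT moved from -0.10 to 0.05, a shift of over 0.1, and the called genes were 5308 higher and 4114 lower, while quantile normalization gave 4420 higher and 5104 lower. In WAT these counts were 4539 and 3998 under median-ratio scaling and 3799 and 4750 under quantile normalization. In replicate 3, 94.9% of the called genes in WAT and 95.3% in BAT changed in the same direction. The median log2 change of the mature adipocyte genes was 1.01 in WAT and 0.69 in BAT, that of the lipogenesis genes 1.98 and 1.74, and that of the cell cycle genes -1.64 and -2.33. All 19 cell cycle genes were lower on day 8 in both depots.

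In WAT controls Orm1 (ENSMUSG00000039196.2, chromosome 4, 63005594 to 63009197) rose from day 4 to day 8 from 0.497 ± 0.0629 to 64.7 ± 7.94 FPKM (log2 change 5.45 ± 0.0935 SE, adjusted p 9.07e-12). Ly6c1 (ENSMUSG00000079018.3, chromosome 15, 74875447 to 74879260) rose from 9.22 ± 0.0481 to 343 ± 80.2 FPKM (log2 change 5.05 ± 0.170 SE, adjusted p 1.24e-09). Penk (ENSMUSG00000045573.9, chromosome 4, 4060678 to 4065966) fell from 84.4 ± 0.762 to 4.95 ± 1.19 FPKM (log2 change -3.86 ± 0.132 SE, adjusted p 1.33e-09). Agtr2 (ENSMUSG00000068122.3, chromosome X, 21061670 to 21066290) fell from 208 ± 5.17 to 20.2 ± 10.6 FPKM (log2 change -3.40 ± 0.262 SE, adjusted p 5.29e-07). In BAT controls Aspg (ENSMUSG00000037686.5, chromosome 12, 113344894 to 113365784) rose from 0.822 ± 0.287 to 86.2 ± 1.16 FPKM (log2 change 5.59 ± 0.219 SE, adjusted p 1.51e-09). Cox7a1 (ENSMUSG00000074218.2, chromosome 7, 30969190 to 30971047) rose from 3.21 ± 0.477 to 191 ± 1.19 FPKM (log2 change 5.51 ± 0.148 SE, adjusted p 1.41e-10). Prl2c2 fell from 42.2 ± 5.48 to 0.290 ± 0.199 FPKM (log2 change -5.07 ± 0.193 SE, adjusted p 1.26e-09). Cxcl5 (ENSMUSG00000029371.5, chromosome 5, 91188325 to 91190651) fell from 48.8 ± 11.6 to 1.23 ± 0.321 FPKM (log2 change -4.47 ± 0.425 SE, adjusted p 1.87e-06). Orm1 and Ly6c1 have close paralogs, and Penk overlaps A830012C17Rik.

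The study names 20 parental genes of circular RNAs in white adipogenesis, and 19 of them could be tested between day 4 and day 8 of WAT controls. Of these, 16 were called over all genes tested, 3 higher and 13 lower on day 8, and 17 were called when adjusted over the list alone, which is not independent evidence because the study had compared these genes with circular RNAs in these samples. Under median-ratio scaling 5 were higher and 11 lower, and under quantile normalization 5 and 12. The number called fell to 3 to 6 in fits of both tables that left out replicate 1 or 2. It was 18 with WAT day 8 EGCG replicate 3 left out of the fit of both tables. In a fit of the compared groups alone it was 13, with 3 higher and 10 lower. Selenbp1 (chromosome 3, 94736978 to 94748680) rose from 12.5 ± 0.969 to 63.0 ± 19.2 FPKM (log2 change 2.21 ± 0.172 SE, adjusted p 5.46e-07). Bmper (chromosome 9, 23027520 to 23289646) fell from 127 ± 0.0281 to 46.3 ± 5.02 FPKM (log2 change -1.44 ± 0.0634 SE, adjusted p 8.35e-09). Zfx (chromosome X, 91319970 to 91369041), which overlaps Gm14798, fell from 8.60 ± 0.108 to 7.11 ± 0.486 FPKM (log2 change -0.24 ± 0.0594 SE, adjusted p 0.00374). Fkbp5 (chromosome 17, 28536040 to 28654469) went from 77.6 ± 0.656 to 78.1 ± 35.9 FPKM and was not called (adjusted p 0.790), with a difference between the day 8 replicates larger than the change. This rests on 1 library, WAT day 8 control replicate 1 (52.7 FPKM, against 103 and 102 in replicates 2 and 3). In the fit of both tables with 18 genes of another library left out, the log2 change of Fkbp5 was 0.06 (adjusted p 0.734); with replicate 1 of the WAT day 8 controls left out too, a fit chosen after seeing the data, it was 0.38 (adjusted p 3.48e-05) and all 19 genes were called. Over all alternatives the adjusted p of Fkbp5 lay between 3.48e-05 and 1. Cped1 had an adjusted p of 0.0942, and Bckdhb one of 0.0507 over all genes and 0.0346 over the list; over all genes both were called under median-ratio scaling (0.0234 and 0.0111), within ranges over the alternatives of 0.0137 to 0.839 and 0.00785 to 0.912.

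BAT and WAT controls were compared on each day for differences between the depots. On day 4, 7867 genes were called in limma, 5842 higher and 2025 lower in BAT, and 632 differed at least 2-fold. On day 8, 7555 were called, 4460 higher and 3095 lower, and 999 differed at least 2-fold. On day 4 median-ratio scaling moved the median log2 difference of all genes from 0.15 to 0.01 and gave 3455 higher and 3298 lower genes, quantile normalization gave 3641 higher and 3052 lower, and 218 called genes were called in the opposite direction under median-ratio scaling. On day 8 median-ratio scaling gave 4004 higher and 3600 lower genes and quantile normalization 3757 and 3895. With a pseudocount of 0.1, 1349 genes on day 4 and 1562 on day 8 differed at least 2-fold. In replicate 3, 94.9% of the called genes on day 4 and 94.5% on day 8 differed in the same direction. On day 8 the median log2 difference was 0.85 for the mature adipocyte genes, 1.38 for the thermogenic genes and -0.91 for the extracellular matrix genes.

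On day 4, Prl2c2 was 1.97 ± 0.744 FPKM in WAT and 42.2 ± 5.48 in BAT (log2 change 3.88 ± 0.193 SE, adjusted p 8.04e-08). Il1rn (ENSMUSG00000026981.9, chromosome 2, 24192373 to 24207014) was 5.44 ± 0.476 and 76.1 ± 6.83 FPKM (log2 change 3.58 ± 0.152 SE, adjusted p 3.12e-08). Krt8 (ENSMUSG00000049382.9, chromosome 15, 101827142 to 101834773), which has related keratin genes, was 12.2 ± 0.930 FPKM in WAT and had 0 reads in BAT, at least 313-fold lower (adjusted p 8.75e-07). Clec3b (ENSMUSG00000025784.4, chromosome 9, 123060064 to 123066548) was 31.8 ± 3.44 and 1.93 ± 0.669 FPKM (log2 change -3.50 ± 0.178 SE, adjusted p 9.06e-08). On day 8, Mb (ENSMUSG00000018893.8, chromosome 15, 76845919 to 76881100), which overlaps Apol6, was 2.56 ± 0.439 FPKM in WAT and 54.8 ± 0.438 in BAT (log2 change 3.97 ± 0.156 SE, adjusted p 6.06e-09). O3far1 (ENSMUSG00000054200.6, chromosome 19, 38171569 to 38188753) was 1.34 ± 0.406 and 28.9 ± 1.46 FPKM (log2 change 3.69 ± 0.176 SE, adjusted p 2.18e-08). Mmp3 (ENSMUSG00000043613.7, chromosome 9, 7445822 to 7455972) was 426 ± 161 and 8.70 ± 0.241 FPKM (log2 change -5.41 ± 0.208 SE, adjusted p 5.31e-09). Lum (ENSMUSG00000036446.4, chromosome 10, 97028135 to 97035337) was 93.7 ± 18.4 and 2.86 ± 0.244 FPKM (log2 change -4.61 ± 0.194 SE, adjusted p 9.92e-09).

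The difference of the EGCG effect between the depots was tested as an interaction, the effect in BAT minus that in WAT. On day 4, 3959 genes were called in limma, 1689 with a higher and 2270 with a lower effect in BAT, and 538 of the differences were at least 2-fold. On day 8, 5520 were called, 2738 and 2782, and 854 were at least 2-fold. On day 4 median-ratio scaling gave 2248 higher and 1503 lower differences and quantile normalization 1930 and 1941. With a pseudocount of 0.1, 886 differences on day 4 and 1225 on day 8 were at least 2-fold. In replicate 3, 93.5% of the called genes on day 4 differed in the same direction, and on day 8 58.0% as deposited and 94.3% after the 18 genes were left out. In 14 camera tests of the gene sets, 8 were called; all 8 held under fry, and 2 held with an estimated correlation.

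The named genes of the day 4 interaction are given with the control and the EGCG value in each depot. Gadd45g (ENSMUSG00000021453.2, chromosome 13, 51942047 to 51943837) changed from 61.02 ± 2.21 to 18.5 ± 1.15 FPKM in WAT and from 59.3 ± 1.92 to 85.0 ± 3.19 FPKM in BAT (log2 difference 2.19 ± 0.107 SE, adjusted p 5.43e-07). Mxra7 (ENSMUSG00000020814.7, chromosome 11, 116664376 to 116689360) changed from 63.0 ± 5.67 to 26.7 ± 2.44 FPKM in WAT and from 33.6 ± 1.71 to 62.8 ± 4.36 FPKM in BAT (log2 difference 2.09 ± 0.106 SE, adjusted p 5.43e-07). Tnfrsf18 (ENSMUSG00000041954.11, chromosome 4, 155400273 to 155403004), which overlaps Gm16008, changed from 1.01 ± 0.0992 to 8.02 ± 0.118 FPKM in WAT and from 4.79 ± 0.141 to 4.37 ± 0.0496 FPKM in BAT (log2 difference -2.28 ± 0.0911 SE, adjusted p 2.68e-07). Vegfa (ENSMUSG00000023951.9, chromosome 17, 46153942 to 46169326) changed from 73.0 ± 0.803 to 206 ± 13.7 FPKM in WAT and from 115 ± 1.36 to 113 ± 2.57 FPKM in BAT (log2 difference -1.51 ± 0.0623 SE, adjusted p 2.68e-07). In replicate 3, Tnfrsf18 rose from 1.23 to 9.68 FPKM in WAT and from 2.20 to 6.77 FPKM in BAT, so its small fall in BAT in replicates 1 and 2 was not seen there.

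Those of the day 8 interaction are given in the same way. Tmem119 (ENSMUSG00000054675.5, chromosome 5, 114243738 to 114250525) changed from 93.0 ± 1.72 to 36.9 ± 0.938 FPKM in WAT and from 49.0 ± 1.75 to 43.4 ± 0.624 FPKM in BAT (log2 difference 1.14 ± 0.0520 SE, adjusted p 9.97e-08). Aebp1 (ENSMUSG00000020473.7, chromosome 11, 5761950 to 5772091) changed from 526 ± 0.480 to 776 ± 19.2 FPKM in WAT and from 134 ± 0.632 to 532 ± 16.5 FPKM in BAT (log2 difference 1.42 ± 0.0676 SE, adjusted p 1.27e-07). Hk2 (ENSMUSG00000000628.4, chromosome 6, 82675019 to 82724448) changed from 14.02 ± 0.0573 to 32.7 ± 0.204 FPKM in WAT and from 56.8 ± 0.0330 to 30.8 ± 0.532 FPKM in BAT (log2 difference -2.03 ± 0.0479 SE, adjusted p 1.03e-09). Phyh (ENSMUSG00000026664.7, chromosome 2, 4840065 to 4859776) changed from 26.4 ± 1.62 to 15.6 ± 0.0611 FPKM in WAT and from 90.5 ± 0.858 to 10.5 ± 0.210 FPKM in BAT (log2 difference -2.27 ± 0.0762 SE, adjusted p 2.66e-08). In fits of both tables that left out a replicate, Mxra7, Vegfa and Hk2 lost their call, with log2 differences of 1.71 for Mxra7 without replicate 1, -1.46 and -1.51 for Vegfa and -1.34 and -1.31 for Hk2. They kept it in the same fits after the 18 genes were left out.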

Values the study reported

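The study described circular RNAs during white adipogenesis, with the linear transcripts of the WAT control cells as a reference. The paper states that 20,703 mRNAs were detected during white adipogenesis and that 2,018 genes among them gave rise to circular RNAs. For the comparison of single circular RNAs with their parental genes it reports 1,806 correlated pairs (48.67%), of which 1,379 were positive and 427 negative. It further reports that 33 circular RNAs with differential expression were correlated with their linear counterparts, with coefficients from 0.812 to 0.999. The circular RNA values and the day 0 cells behind these numbers were not used here.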

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

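The interaction contrasts were among the comparisons fixed before the data were examined. The tests of explanations in this part were chosen only after the pattern they address was seen. For median-ratio scaling and quantile normalization, only their use on these patterns was chosen then. The outcome of the tests of depth, testis and mislabelling was not known when they were chosen, but the testis markers were listed after the data were seen.

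The EGCG effect differed between the depots in 3959 genes on day 4 and 5520 genes on day 8 by a test of the difference itself. Several technical explanations are argued against. Median-ratio scaling gave 3751 and 5559 genes, and 3185 of the 3959 (80.4%) and 5451 of the 5520 were called in the same direction, so the authors' scaling is not the whole cause. On day 4 it does move the balance, from 1689 higher and 2270 lower to 2248 and 1503, with 1930 and 1941 under quantile normalization. Removing each library's trend on GC content gave 3845 and 5581 genes, against 3807 and 5351 over the same genes without the correction, and removing the trend on gene length gave 3936 and 5601, of which 3451 and 5111 were among those called before. With every library drawn down to 39452696 reads, 3889 and 5401 genes were called, of which 3730 and 5291 were among those called before. Chance differences between 2 libraries would leave about 50% of the called genes with the same direction in replicate 3, and the shares were 93.5% on day 4 and 94.3% on day 8 after 18 genes of 1 library were left out, against 65.0% and 62.6% of the genes not called. A smaller loss of adipocytes in BAT on day 4, where the adipocyte genes had a higher difference (0.64), would lower the markers of all other cells alike. In replicates 1 and 2 the macrophage (-0.18, 9 of 11 lower) and skeletal muscle genes (-0.55, 14 of 14 lower) went that way. In replicate 3 the skeletal muscle median was -0.27, but the macrophage median was 0.23, the other way. The extracellular matrix (0.31, 12 of 16 higher), cell cycle (0.39, 19 of 19 higher) and endothelial genes (0.16, 6 of 9 higher) did not go that way. A smaller loss of adipocytes is therefore argued against as the whole cause and stays open as a part. On day 8 the adipocyte genes differed by 0.12 (12 of 20 higher), and the other lists moved apart: skeletal muscle -0.54 (14 of 14 lower), extracellular matrix 0.58 (16 of 16 higher), macrophage 0.51 (9 of 11 higher) and endothelial 0.48 (6 of 9 higher). A different loss of adipocytes is argued against as the whole cause there too. A response to EGCG that depends on the depot may therefore underlie part of these differences, as a hypothesis found and tested on the same data. That response was not separated from different levels in the controls of the depots. On day 8 the ratio between the depots was larger in controls than with EGCG for Hk2, Phyh, Tmem119 and Aebp1. EGCG bringing both depots to a similar level would give such differences. On day 4 the ratio was larger with EGCG for Gadd45g, Mxra7 and Vegfa and smaller for Tnfrsf18. Differences between the isolations of the cells stay open, because the labels do not say how the replicates were obtained.

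Among the named genes of the day 4 interaction, the difference on the log2 scale was 2.19 for Gadd45g, 2.09 for Mxra7, -2.28 for Tnfrsf18 and -1.51 for Vegfa, and on day 8 it was 1.14 for Tmem119, 1.42 for Aebp1, -2.03 for Hk2 and -2.27 for Phyh. Genes named for their change within a depot also differed: Ndufa4l2 (-2.32), H2-Ab1 (-2.49), Car3 (1.12), Actg2 (4.39) and Cryab (0.93) on day 4, and Thrsp (1.64), Cfd (1.41) and Ch25h (2.55) on day 8. The adjusted p of these genes lay between 1.03e-09 and 0.0193. Thrsp on day 4 (1.05, adjusted p 0.0957), Il1rl1 (-0.24, 0.520) and Prl2c2 (0.72, 0.0544) did not pass. Thrsp, Cfd and Car3 fell in both depots, so their differences are in the size of the fall. The tests above apply to the genes as a set, and no separate explanation was tested for single genes.

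In the gene sets the EGCG effect differed between the depots in 8 of 14 tests. On day 4 the median difference was 0.64 for the adipocyte genes (adjusted p 2.71e-05), -0.58 for cholesterol synthesis (8.45e-08), -0.47 for NRF2 targets (4.86e-05), 0.31 for extracellular matrix (2.71e-05) and 0.39 for cell cycle genes (8.45e-08). On day 8 it was -1.20 for thermogenic genes (2.34e-06), -0.33 for cholesterol synthesis (0.00148) and 0.58 for extracellular matrix genes (2.71e-05). Under median-ratio scaling the medians were 0.73, -0.50, -0.39, 0.40 and 0.47 on day 4 and -1.24, -0.33 and 0.58 on day 8, so the scaling does not account for their direction. With an estimated correlation 2 of the 8 passed, cholesterol synthesis on day 4 (0.0341) and thermogenic genes on day 8 (0.0419). BAT controls held more thermogenic expression to lose, with a median 1.38 higher than WAT controls on day 8, and this was not separated from a difference in response.

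Opposite directions in each of the 3 replicates, with the 18 genes left out of replicate 3, were seen in 11 further results, and none of these differences was tested. Mb was lower in BAT than in WAT on day 4 (-0.39) and higher on day 8 (3.97). The other 10 are medians of lists. With EGCG the macrophage genes were higher on day 4 and lower on day 8, in WAT (0.77, 11 of 11 higher, and -1.39, 11 of 11 lower) and in BAT (0.67, 10 of 11 higher, and -1.03, 10 of 11 lower). The white identity genes in WAT were lower with EGCG on day 4 (-0.36, 4 of 4) and higher on day 8 (0.39, 4 of 4). In BAT against WAT controls on day 4 and day 8, the medians were -1.48 and 0.37 for skeletal muscle genes, 1.10 and -0.46 for macrophage genes and 0.30 and -0.06 for Xist. From day 4 to day 8 in WAT and BAT controls, they were -0.48 and 1.17 for skeletal muscle, 0.14 and -0.31 for white identity and -0.10 (6 higher, 7 lower) and 0.45 for thermogenic genes. These 9 list results had the same directions under median-ratio scaling and quantile normalization, so the authors' scaling is argued against as their cause. The cell cycle genes were lower with EGCG in WAT on day 4 (-0.35) and higher on day 8 (0.11). Under median-ratio scaling the medians were -0.45 and -0.03 and under quantile normalization -0.44 and 0.11, so their opposite direction held under 1 of the 2 scalings and cannot be told apart from an effect of scaling. No other technical explanation and no biological one was tested for the 10 lists, and none at all for Mb.

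Replicate 3 of WAT day 8 cells with EGCG was not used in the tests and gave 61% of its reads to 5 genes. These were Prl3d1 (8164946 reads, chromosome 13, 27186081 to 27192124), 1700007K09Rik (7383253, chromosome 7, 138469613 to 138470839), and 4930555F03Rik (chromosome 8, 50456240 to 50606449), 6030405A18Rik (chromosome 3, 54700990 to 54719809) and the noncoding RNA gene Gm4675 (chromosome 14, 118635454 to 118660421) with 3292685 reads each. They had 0 reads in every other replicate 3 library and at most 5 reads in a library of replicates 1 and 2. RNA of placenta would bring its other abundant transcripts, but the 18 placental marker genes had 20 reads together, at most 8 on 1 gene (Pappa2). RNA of testis is argued against in the same way, since 15 testis marker genes had 2 reads. None of the placental and 1 of the testis markers reached 1 FPKM in any library of replicates 1 and 2, and no other list held them. The 3 equal counts would follow from reads that align at all 3 genes, but the longest stretch shared by their exons was 14 bases, under the 16 needed. No other library had equal counts among genes with over 100000 reads. At a lower count, Gpr26 and Gm16538, also among the 18 genes left out of this library, had 2222 reads each. Whether the exons of this pair share a stretch was not tested. What produced the counts stays open, and no biological explanation was tested.

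Other genes were lower in that library, by a median of -1.13 on the log2 scale against replicates 1 and 2. After the 18 genes were left out the median was -0.0449, within the -0.04 to -0.06 of the other replicate 3 libraries, so reads taken by these genes are a candidate explanation for the whole shift. A mislabelled library is argued against, since it correlated with its own group across genes at r = 0.922 and with the next, BAT day 8 EGCG, at 0.673; genes are not independent replicates.

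In 3 further libraries of replicate 3 some genes exceeded 100 times their share in any other replicate 3 library: 9 genes in WAT day 4 EGCG (0.286% of reads), 6 in WAT day 8 control (0.154%) and 10 in BAT day 8 EGCG (0.471%). The last 10 include Prl3d2 with 3935 reads, which makes up most of the 3948 reads that the placental markers reached in another library. Replicates 1 and 2 had 0 such genes. No explanation was tested for these 3 libraries.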

How the results depend on the processing

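The counts of called genes in both directions together changed by more than 1.5 times under 1 kind of alternative, the fits of both tables as deposited. With the table as a term, EGCG against control gave 3107 genes in WAT day 4, 3781 in WAT day 8, 2677 in BAT day 4 and 6762 in BAT day 8. Day 8 against day 4 gave 4150 in WAT and 5633 in BAT, BAT against WAT gave 2586 on day 4 and 2874 on day 8, and the interactions gave 629 and 2138. Across the 2 fits that each left out replicate 1 or 2, the counts were 1412 to 1587, 2428 to 2683, 1263 to 1311, 3917 to 3991, 2098 to 2288, 2941 to 3025, 910 to 965, 1336 to 1389, 179 to 255 and 692 to 719 in the same order. The study's parental genes went from 16 called to 3 to 6 in these 2 fits.

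The cause is 1 library, WAT day 8 EGCG replicate 3. In alternatives chosen after seeing the data, the fit of both tables without that library (23 libraries) gave 8506, 9281, 7834, 10663, 9350, 10279, 8691, 8275, 5191 and 6092 genes in the same order. With 18 of its genes left out and all libraries rescaled it gave 8549, 9693, 7858, 10702, 9383, 10292, 8723, 8289, 5228 and 6469. Of the parental genes, 18 were then called in either fit, and 19 when WAT day 8 control replicate 1 was left out as well as the 18 genes.

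With the replicate number as a block in the fit of both tables as deposited, the counts were 2982, 3655, 2542, 6560, 4008, 5481, 2416, 2740, 592 and 1893. In the first table alone the block gave 7505 genes in WAT day 4 and 3824 in the day 4 interaction, within 1.5 times of the counts reported. The replicate numbers do not pair the libraries: deviations of the replicates correlated between groups by -0.079 to 0.081 across genes in 28 pairs of groups.

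The counts of called genes that changed at least 2-fold moved by more than 1.5 times in 7 of 10 contrasts with a pseudocount of 0.1 and in 8 with voom, chosen after seeing the data. In the order used above, the pseudocount gave 1742, 2056, 1521, 3571, 2369, 2947, 1349, 1562, 886 and 1225 genes, and voom gave 1870, 2145, 1591, 3675, 2445, 3032, 1454, 1641, 889 and 1210. A pseudocount of 1 shrinks the log2 changes of genes with low values by its construction. In the fits that left out replicate 1 or 2 as deposited, 177 and 251 differences of the day 4 interaction were at least 2-fold. The other 171 values of these counts stayed within 1.5 times.

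The share of called genes with the same direction in replicate 3 moved with the filter. Without a filter on low values it was 93.3% in WAT day 4, 38.3% in WAT day 8, 94.5% in BAT day 4 and 93.7% in BAT day 8 for EGCG, 93.2% in WAT and 93.2% in BAT for day 8 against day 4, 93.1% and 92.5% for BAT against WAT on day 4 and day 8, and 91.8% and 59.6% for the interactions. A pseudocount of 0.1 gave 55.1% for the day 8 interaction. The cause was not tested. Median-ratio scaling gave 95.8% in WAT day 8, 95.8% in BAT day 8 and 94.3% for the day 8 interaction. Leaving out the 18 genes gave 96.1% in WAT day 8 and 94.3% for the day 8 interaction, and the library described above is the cause of these changes in WAT day 8 and the day 8 interaction. BAT day 8 holds no WAT library and had 96.2% both as deposited and with the 18 genes left out; the cause of its change to 95.8% was not tested.

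With an estimated correlation between genes, 0 of 28 gene set tests were called, with 12 at an unadjusted p under 0.05. This test takes the correlation of the members from 8 residual degrees of freedom; the cause was not tested. The number of genes detected in WAT controls went from 20045 to 12630 at a minimum of 1 FPKM in both replicates, by the construction of that limit.

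The direction of 3 set medians reversed, all without a call in camera. The cell cycle median in WAT day 8 was -0.027 under median-ratio scaling and -0.12 in both fits of the 2 tables. The NRF2 target median in WAT day 8 was -0.18 in both fits of the 2 tables. The extracellular matrix median in BAT day 8 was -0.17 under median-ratio scaling. The median-ratio changes follow from the shift of all genes under that scaling. The fits of both tables moved the median of all genes in WAT day 8 from 0.166 to -0.146, and the library described above is the cause: in the fit without it the medians were 0.140 for cell cycle and 0.289 for NRF2 targets, and with its 18 genes left out 0.167 and 0.272, alternatives chosen after seeing the data.

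Of the other results of gene sets, 192 kept direction and call, 17 lost the call with the estimated correlation, and 9 gained one, 8 with fry and 1 without a filter. For named genes, 733 results kept direction and call, 5 lost the call in fits of both tables that left out a replicate, 22 moved by more than the spread between replicates when 1 replicate was used, and 0 reversed. Depth limits what can be said of Lep, Ucp1, Hoxc10 and Krt8, whose lower group held at most 1 read, so their changes are given as lower bounds.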

Other observations

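The tests of explanations in this part were chosen only after the pattern they address was seen. For median-ratio scaling, only its use on these patterns was chosen then. The outcome of the tests of GC content, gene length, poly(A) tails and depth on the table shift was not known when they were chosen. The set of histone genes was written after the data were seen.

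Mature adipocyte genes were lower with EGCG in both depots and on both days. The authors' scaling does not account for this, since the median log2 change under median-ratio scaling was -2.65 in WAT day 4, -4.78 in WAT day 8, -2.21 in BAT day 4 and -4.60 in BAT day 8. A lower share of adipocytes among the cells would raise the markers of other cell types alike. In WAT day 4 the macrophage genes rose by 0.77 and the endothelial genes by 0.77 while the extracellular matrix genes changed by -0.42. In WAT day 8 the macrophage genes changed by -1.39 and the endothelial genes by 0.18, and in BAT day 8 by -1.03 and 0.32. In these 3 contrasts a lower share alone does not account for the changes of all these lists. An effect of EGCG on the other cells would part the lists at any share of adipocytes. Whether a lower share is the whole cause of the fall in adipocyte genes therefore cannot be told. In BAT day 4 the macrophage genes rose by 0.67, the endothelial genes by 0.80 and the extracellular matrix genes by 0.12. Of the 16 extracellular matrix genes, 8 were higher and 8 lower. A lower share of adipocytes and lower expression within them cannot be told apart there either. The macrophage list had 11 tested genes and the endothelial list 9. Less differentiation with EGCG may explain the pattern, as a hypothesis that rests on the same data. It was not separated from a lower share of adipocytes.

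With EGCG the median log2 change of the 14 tested skeletal muscle genes was 0.66 in WAT day 4 (14 higher), 0.13 in WAT day 8 (10 higher, 4 lower), 0.01 in BAT day 4 (7 higher, 7 lower) and -0.37 in BAT day 8 (1 higher, 13 lower). All 14 were lower in BAT than in WAT controls on day 4 (-1.48) and higher on day 8 (0.37), and all 14 rose from day 4 to day 8 in BAT (1.17), while in WAT 12 were lower and 2 higher (median -0.48). No test was made on this list.

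Replicate 3 differed from replicates 1 and 2 in the same way in the 7 groups outside WAT day 8 EGCG. The log2 shift of 14095 genes had an SD of 0.620 and correlated between groups at 0.903 to 0.944 across genes; 770 genes were lower by more than 1 and 66 higher. Among the 12578 genes with known GC content, GC content explained 3.08% of the variance of the shift, which argues against it there. The other genes could not be tested for GC content. Drawing replicates 1 and 2 down to the depth of replicate 3 left an SD of 0.617, which argues against depth. A difference in RNA without poly(A) tails would shift the 31 histone genes together, but their median of -0.09 lay within the -0.168 to -0.007 of random lists. Gene length explained 29.3%, and genes under 300 bases had a median shift of -1.06 against -0.04 for longer ones. After the length trend was removed the shifts still correlated at 0.891, so length is not the whole cause; whether it is part of the cause cannot be told apart from other differences in how the 2 tables were made.

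Replicate 1 of the WAT day 8 controls differed from replicates 2 and 3 in genes chosen after their values were seen. Txnip had 72.6, 247 and 298 FPKM in replicates 1, 2 and 3, Cxcl13 13.8, 52.8 and 50.3, Agt 145, 438 and 414, and Fkbp5 52.7, 103 and 102.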
